A study of Homo sapiens with 3 samples.

How the data were processed

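ATAC-seq was carried out on 3 biological replicates of neurons derived from the KOLF2.1J induced pluripotent stem cell line with NGN2, at day 14 of differentiation, per the labels' protocols. Nuclei from lysed cells were treated with Tn5 transposase and the recovered DNA was amplified into libraries, per the labels' protocols. The data analysed here are 1 list of peaks for all 3 samples, whose name in the labels says that it is the optimal set by irreproducible discovery rate (IDR), a method that keeps peaks ranked alike in separate samples or subsamples. The aligner, the peak caller, their versions and filters are not stated in the labels, and the list has no header. The samples are 1 group, and no value per sample was analysed here, so replicates could be neither compared nor left out.

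Each entry of the list gives an interval, a summit position and several values. The fold enrichment was deposited as a linear ratio per summit. The −log10 p and −log10 q of each summit were deposited as the peak caller wrote them, and ranged from 5.92 to 2945 and from 4.28 to 2939. The deposited score is a whole number from 540 to 1000 per entry, and how it was scaled is not stated in the labels. How the ratio was formed was worked out from the values. Under a Poisson upper tail, with a pseudocount of 1 added to the tag count and to the background, the ratio and the −log10 p of every one of the 145092 entries gave a whole-number tag count to within 0.00079 units of −log10 p, whereas the next nearest whole number missed by a median of 0.266. The backgrounds had a floor of 29.2 tags, at which 14.6% of entries sat. Above the floor, 99.8% of backgrounds were within 0.0005 of a multiple of 0.015, which chance would give for 6.67%. That step is the value of 1 tag of 150 bp spread over 10 kb, so the background of a summit is the mean tag level of the surrounding 10 kb, with the region itself included. The floor equals 0.195 tags per bp. Adding the tags of 40981 windows of 10 kb that do not overlap gave 161207482 tags, a lower bound for the pooled depth. The depth of each replicate remains unknown.

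Entries with the same bounds were merged into distinct regions, each with the summit, fold enrichment and tag count of its entry with the highest −log10 p. Positions are given counted from 1. Neither the list nor the labels name the genome build. Gene names and gene ends came from a RefSeq table for assembly GRCh38.p14, and the match was checked on the data. A region summit lay within 1 kb of an end of 66.7% of protein-coding genes in place, but of 12.4%, 11.5% and 10.5% of genes moved by 10, 100 and 1000 kb, and on this evidence alone the list is treated as being in GRCh38 coordinates. All distances to genes and all classes at gene ends rest on this inference. The table has no strand, so transcription starts are represented by both outer ends of each gene, and starts inside genes are missed. The design fixed before the data were examined had assumed start sites, promoter GC content and a genome sequence. Lists were therefore matched on gene length (5 classes) and on the number of RefSeq transcripts (3 classes), and the planned test of 9 motif words at summits was not run.

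Shares of regions were compared with 1000 random placements within the 1 Mb bins of each chromosome that hold a gene or a region. Differences between region classes were computed per autosome and tested by sign-flip permutation with 100000 resamples, because single regions are not replicates. Windows around MAPT were set against the same windows around other genes as percentiles, without a p-value. Marker lists were compared with 10000 random lists, and 81 of the 82 listed genes matched the table by symbol and 1 by an older symbol. The genes and regions named follow a rule set in advance: MAPT and every region within it, the 10 regions with the highest fold enrichment within 1 Mb, the 5 highest genome-wide, and the marker genes. MAPT-AS1, STH and the genes nearest to a region are named for location only. Some regions that the rule selects are not reported here. Confidence intervals are 95% intervals, by Wilson's method for shares, with 3 counts of the total as the upper limit for a share of 0, and by the exact Poisson method for tag counts.

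Alternatives were a score of at least 830 in place of the authors' threshold, windows of 500 bp and 2 kb, any overlap of 1 bp in place of the summit, protein-coding genes only, all entries in place of distinct regions, only regions above the median fold enrichment, other MAPT windows, other distal windows and lists without matching. Ranking by recovered tag count and background, and shifting all regions of a chromosome together, were added after the data had been seen. The gene families and the list of genes with near-identical copies were also chosen after that. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The code was tested on simulated data. Of 20000 simulated summits, 100% of tag counts were recovered, and when p-values were exchanged between entries 1.21% met the error limit. With 20% of 20000 simulated regions planted at gene ends, an excess of 20.3% was recovered. In 200 simulated lists of 12 genes, random lists passed a p of 0.05 in 0.5% of cases for accessible ends and 2% for distal regions, and lists lowered to 8% accessible ends or raised by 3 distal regions passed in 79% and 100%. The permutation test for accessible ends is therefore conservative and can miss smaller differences.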

Results

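Open chromatin was profiled by ATAC-seq in neurons made from KOLF2.1J, an established human induced pluripotent stem cell line. In ATAC-seq the Tn5 transposase inserts sequencing adapters into accessible DNA, so that accessible regions collect more sequenced tags than their surroundings. The cells carried the neurogenic factor NGN2 and were collected after 14 days of differentiation. The study set out to nominate regulatory elements of MAPT, the gene for the tau protein, from several chromatin assays, and the values here belong to the ATAC-seq part. All 3 samples form a single group, and the authors combined them into 1 list of accessible regions. The list carries no value per replicate, so no standard deviation between replicates can be given, and every comparison below is between places in the genome within this list.

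The list held 145092 summit entries, which fell into 65234 distinct, non-overlapping regions. Together these regions covered 61.2 Mb. Their median width was 882 bp, with quartiles at 630 and 1189 bp and a range of 150 to 3886 bp. A single summit was recorded in 22017 regions (33.8%), and the others held up to 12 summits. Fold enrichment, the authors' value for each summit, ranged from 1.29 to 31.9 with a median of 3.86. The depth of each sample is not recorded in the list. The tag counts behind the summits of the pooled data were recovered from the fold enrichment and the p-value of each entry, and ranged from 58 to 3783 tags with a median of 189. Counting error alone was therefore 13.1% of the value at the weakest summit, 7.27% at the median and 1.63% at the strongest. The libraries were amplified by PCR and the labels mention no molecular identifiers, so tags are not independent molecules, and these errors and the intervals below cover counting error only. Among the autosomes, the density of regions was lowest on chromosome 21, at 15.9 per Mb, and highest on chromosome 19, at 34.4 per Mb. The X chromosome had 10.6 regions per Mb and the Y chromosome 2.29. These densities count only the 1 Mb bins that hold a gene or a region. They were not adjusted for the number of copies of each chromosome, so they do not compare accessibility per copy.

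The first question was how the accessible regions divide between promoters and distal sequence, because distal regions are the pool from which long-range elements are nominated. The gene table used here gives the outer ends of each gene but no strand, so a region was counted at a gene end when its strongest summit lay within 1 kb of either end of any annotated gene. By this measure 16806 of the 65234 regions, or 25.8%, lay at a gene end (Wilson 95% confidence interval 25.4 to 26.1%), and 48428 regions were distal. Starts inside genes are missed, so the distal class can include regions at such starts. In 1000 random placements of the regions on the same chromosomes the share at gene ends averaged 6.68%. In every placement it was below the observed share. The observed share was thus 3.86 times the random one (two-sided permutation p = 0.000999, the smallest that 1000 placements can give). Restricting the annotation to protein-coding genes moved the ratio to the random share most, to 7.31, with 19.4% of regions at an end.

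**Figure D1:**
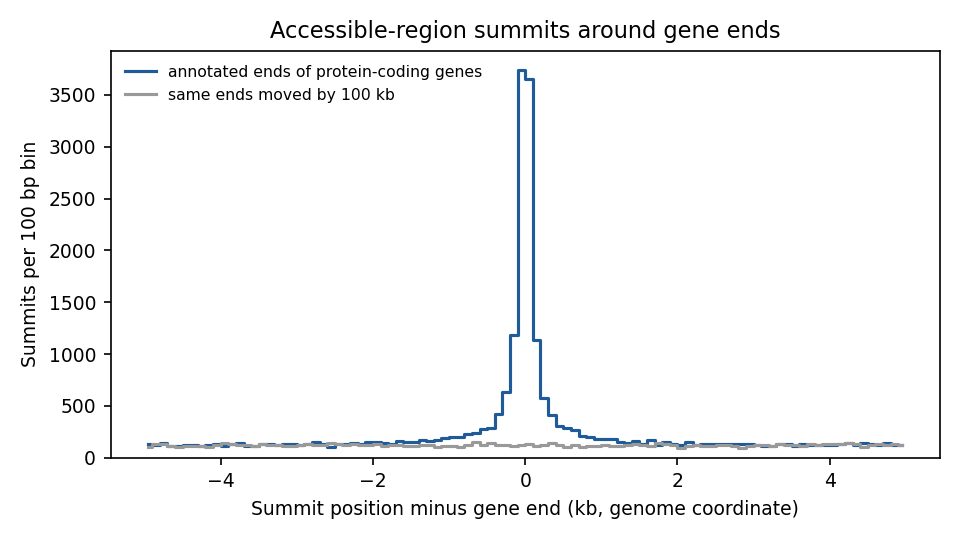
Number of region summits per 100 bp bin (y axis) against the signed distance in kb from the outer ends of protein-coding genes (x axis), for the annotated ends (blue) and for the same ends moved by 100 kb (grey). The tallest bin holds 3744 summits and adjoins the annotated end, while the moved ends average 122 summits per bin.

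Genes named for a divergent transcript showed which of their ends was accessible. For 594 genes the table lists a partner transcript that starts beside the gene's own start and runs the other way, so the facing end marks the start of the gene. A region lay within 1 kb of the facing end in 545 of the 594 genes (91.8%, Wilson 95% interval 89.3 to 93.7%). The opposite end had one in 35 genes (5.89%, interval 4.27 to 8.08%). Of all 20037 protein-coding genes on the main chromosomes, 12293 (61.4%) had an accessible region at exactly one end, 1074 (5.36%) at both and 6670 (33.3%) at neither. Moving the genes by 100 kb left 11.5% with a region at either end, against 66.7% in place.

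Regions at gene ends were stronger than distal regions. Their median fold enrichment was 8.58, against 5.11 for distal regions, a difference of 0.75 on the log2 scale. The difference was positive on all 22 autosomes, with a mean of 0.72 ± 0.10 (SD over chromosomes, n = 22) and a range of 0.56 to 0.96. A two-sided sign-flip permutation test over the 22 autosomes gave p = 1e-05, the smallest value that 100000 resamples can give. The difference depended on the measure. In recovered tag counts the medians were 663 and 201 tags, a difference of 1.72 on the log2 scale, and when every summit entry was counted in place of the strongest per region the difference in fold enrichment shrank to 0.22. Regions at gene ends were also wider, with a median of 1216 bp against 795 bp. The highest score of 1000 was given to 89.3% of regions at gene ends and to 68.3% of distal regions.

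Across the genome the 5 regions with the highest fold enrichment were all distal. The region on chromosome 8 from 12600960 to 12601825 had a fold enrichment of 31.9 and lay 120.4 kb from the nearest end of a protein-coding gene, LONRF1. Next came chromosome 22 from 22297807 to 22298649 at 30.6, 52.6 kb from VPREB1, and chromosome 1 from 223992446 to 223993225 at 29.2, 121.4 kb from FBXO28. They were followed by chromosome 3 from 130111183 to 130112198 at 24.98, 13.2 kb from ALG1L2, and chromosome 9 from 41273291 to 41274335 at 24.9, 68.3 kb from ZNG1F. The summits of these 5 regions lay inside no protein-coding gene. A part played by reads shared between duplicated sequences was not excluded: of the 100 distal regions with the highest fold enrichment, 66.0% lay within 100 kb of a pseudogene, against a median of 56.0% in random distal regions. None of the 100 regions with the highest fold enrichment was among the 100 with the highest tag count.

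Accessible regions around MAPT on chromosome 17 were then counted, since this is the neighbourhood in which the study sought its elements. Distances are from the lower-coordinate end of MAPT, the end that overlaps MAPT-AS1, and negative values lie toward lower coordinates. Within 1 Mb either side there were 65 regions, of which 31 lay at a gene end (47.7%, Wilson 95% interval 36.0 to 59.6%) and 34 were distal. The side of lower coordinates held 44 of them and the other side 21. Windows of the same size around 19125 other autosomal protein-coding genes had a median of 57 regions, which placed the MAPT window at percentile 63.5. Against 2821 windows with a similar number of genes, with 29 protein-coding genes in the MAPT window and a tolerance of 5, the median was 61 regions and the MAPT window stood at percentile 60.4. The percentile changed with the window and the class of region. A 500 kb window held 25 regions and stood at percentile 40.6 among windows with a similar number of genes, and the 34 distal regions of the 1 Mb window stood at percentile 36.8. The other alternatives raised it, to 66.1 with a score of at least 830, 66.6 with all entries, 70.6 above the median fold enrichment and 66.9 with a 2 Mb window. These percentiles describe this list and carry no replicate error.

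**Figure D2:**
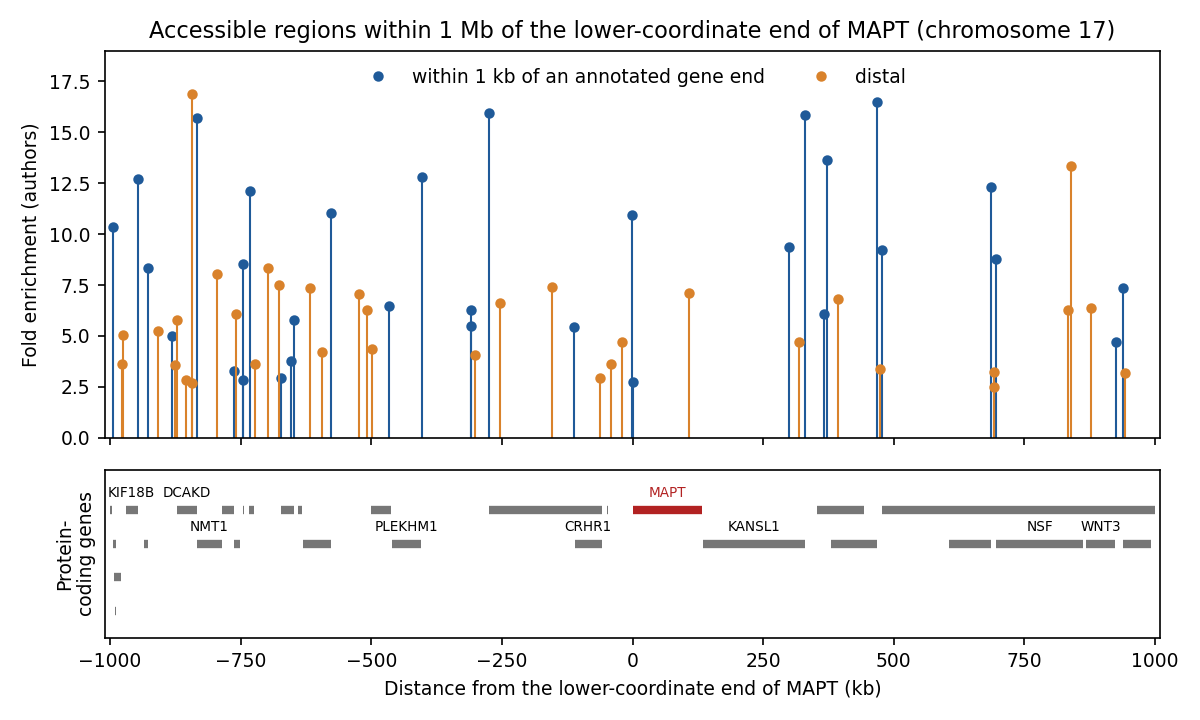
Upper panel, the authors' fold enrichment (y axis) of each of the 65 accessible regions within 1 Mb of the lower-coordinate end of MAPT against distance in kb (x axis), with regions within 1 kb of a gene end in blue and distal regions in orange. Lower panel, extents of the protein-coding genes, with MAPT in red and some others named; the region at the MAPT end reaches 11.0, and no summit lies between 108.2 and 299.0 kb.

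MAPT itself, which spans 133.8 kb, held 3 regions, counting 1 kb beyond its ends. The median of 1503 genes of similar length was also 3, and MAPT stood at percentile 47.8. Over the alternatives this percentile ranged from 42.9, with genes within 10% of its length, to 61.3 above the median fold enrichment. The strongest of the 3 spanned 45893994 to 45895237, across the lower-coordinate end, with its summit 166 bp outside the gene. Its fold enrichment was 11.0 over a local background of 112.8 tags, and its summit collected 1246 tags (exact Poisson 95% interval 1178 to 1317). Among all regions at gene ends this was percentile 65.3 by fold enrichment and percentile 76.1 by tag count. MAPT-AS1 overlaps this end, so the region cannot be assigned to one of the 2 genes. The second region, from 45895338 to 45895928, had its summit 1116 bp inside MAPT, a fold enrichment of 2.74 and 310 tags. It was also counted at a gene end, because its summit lay within 1 kb of an end of another annotated gene. It therefore cannot be assigned to MAPT alone. The third spanned 46001800 to 46003196, with its summit 108.2 kb inside MAPT and 3.03 kb from an end of STH, a gene nested in MAPT. Its fold enrichment was 7.11 and its summit collected 330 tags (interval 295 to 368).

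By fold enrichment the region at the MAPT end ranked 13 of the 65 in the window, and by tag count it ranked 9. The region with the highest fold enrichment, 16.9 with 1325 tags, was distal. It spanned 45050846 to 45051785, inside DCAKD, at -843.0 kb from the MAPT end. A second distal region among the 10 highest spanned 46732237 to 46733599, inside NSF and LRRC37A2, 838.4 kb away on the other side, with a fold enrichment of 13.3 and 1060 tags. Both distal regions lay more than 1 kb from the outer ends of annotated genes, so a start inside a gene was not excluded for either. The other 8 of the 10 lay at gene ends. Among them, fold enrichments were 15.9 (45619951 to 45621086, nearest protein-coding gene LINC02210-CRHR1), 15.9 (46224702 to 46225776, KANSL1) and 15.7 (45060598 to 45061837, NMT1). They were 12.8 (45490255 to 45491589, PLEKHM1) and 12.7 (44947127 to 44948487, KIF18B) further down. Only 5 of the 10 regions highest by fold enrichment were also among the 10 highest by tag count.

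Marker lists fixed before the data were examined addressed which cell identities the accessible regions follow. Each of 7 lists was compared with 10000 random lists of protein-coding genes matched on gene length and number of transcripts, for the share of genes with an accessible end and for the median number of distal regions within 50 kb of an end. The 14 two-sided permutation p-values were adjusted together by the method of Benjamini and Hochberg. Of the non-neural tissue genes, 1 of 12 had an accessible end (8.33%), against a median of 58.3% in the random lists (permutation p = 0.0004, adjusted permutation p = 0.00373). Gene families used as a further background were chosen after the list had been inspected. An accessible end was found for 19 of 390 olfactory receptor genes (4.87%, Wilson 95% interval 3.14 to 7.48%) and for 0 of 25 bitter taste receptor genes, where a count of 0 allows a share of up to 12% by the rule of 3 counts of the total. It was found for 2 of 94 keratin-associated protein genes (2.13%) and 2 of 39 beta-defensin genes (5.13%). The share was 78 of 80 (97.5%, interval 91.3 to 99.3%) for cytosolic ribosomal protein genes, 35 of 39 (89.7%) for proteasome subunits and 32 of 34 (94.1%) for mitochondrial complex I subunits.

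None of the other 6 lists differed from its random lists in accessible ends after adjustment. The pluripotency list came closest, with 3 of 10 genes (30.0%, random median 60.0%, permutation p = 0.0722, adjusted permutation p = 0.253), and POU5F1 and NANOG were among the 7 without one. An accessible end was found for 11 of 14 pan-neuronal genes, 6 of 12 glutamatergic genes, 9 of 12 GABAergic genes, 8 of 10 neural progenitor genes and 5 of 12 glial genes. The measure misses starts inside a gene. Of the 3 pan-neuronal genes without an accessible end, RBFOX3 contained 13 regions, TUBB3 contained 3 and ELAVL4 contained 2. The same held for some such genes of other lists, with 19 regions in GRIN2B, 7 in MBP and 3 in PTPRC. NEUROD2, POU5F1 and ALB contained 0. A region inside a gene does not show that a start was accessible.

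**Figure D3:**
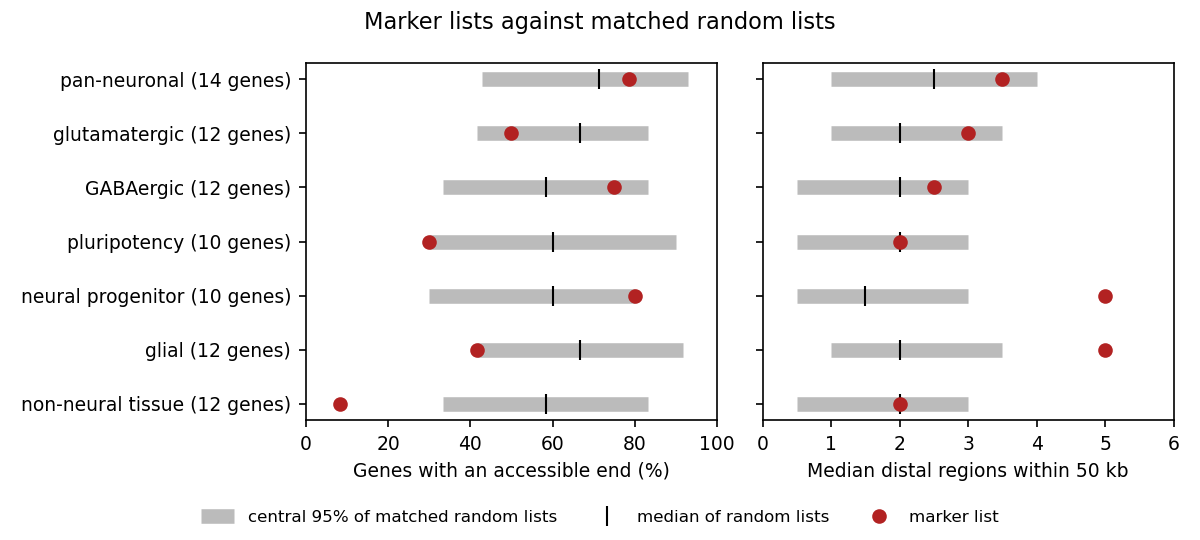
Left, percent of genes in each marker list with an accessible region within 1 kb of an annotated end; right, median number of distal regions within 50 kb of an end per gene. Red points are the lists, grey bars the central 95% of 10000 matched random lists and black ticks their median; the non-neural list lies below its bar on the left at 8.33%, and the neural progenitor and glial lists lie above theirs on the right at 5 regions.

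Distal regions gave a different order. The median was 5 within 50 kb of neural progenitor genes, against 1.5 in the random lists (permutation p = 0.0008, adjusted permutation p = 0.00373), and 6 of the 10 genes had at least 5. For glial genes it was also 5, against 2 (permutation p = 0.0008, adjusted permutation p = 0.00373), with at least 5 in 7 of 12 genes. The glial difference did not hold when only regions with a score of at least 830 were kept, where its median was 3 (adjusted permutation p = 0.334, with a range of 0.0084 to 0.334 over the alternatives). OLIG1 and OLIG2 are neighbours and share regions. For PDGFRA, MBP and GFAP, glial genes without an accessible end, the nearest summit lay 1.07, 1.55 and 1.61 kb from an end. Such regions just past 1 kb can count as distal. The distal counts were not repeated with another window at gene ends, so their part in the glial excess is unknown. The pan-neuronal, glutamatergic, GABAergic, pluripotency and non-neural lists had medians of 3.5, 3, 2.5, 2 and 2, all within the central 95% of their random lists.

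Glutamatergic and GABAergic genes were compared directly, since the study separated excitatory from inhibitory cultures elsewhere. The numbers with an accessible end, 6 and 9 of 12 genes, did not differ (two-sided Fisher's exact test, p = 0.4, adjusted p = 0.4 over the pair of tests). Mean numbers of distal regions within 50 kb were 3.83 ± 2.62 and 2.67 ± 1.61 (SD over genes, n = 12 each), a difference within the spread between genes (two-sided permutation test, p = 0.239, adjusted p = 0.4).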

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

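Of 111 recomputed values for 24 results, 86 were counted as unchanged, 3 as weaker, 4 as reversed and 18 as otherwise moved. Unchanged values were those that kept their direction and their side of the threshold or stayed within the limit set for them. The 86 include a difference of 0, which keeps no direction. It arose with the 2 kb window, where 9 glutamatergic and 9 GABAergic genes had an accessible end. The share of regions at gene ends stayed above random placement, and the difference between gene ends and distal regions stayed positive, under every alternative run. The share ranged from 19.4% with protein-coding genes only to 37.4% among regions above the median fold enrichment. The log2 difference in fold enrichment ranged from 0.22 with all entries to 0.93 with protein-coding genes only.

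Merging entries reduced the list from 145092 to 65234. The number of regions within 1 Mb of the MAPT end, 65 in the report, became 38 above the median fold enrichment, 152 as entries, 34 for distal regions only, 25 within 500 kb and 144 within 2 Mb. These changes follow from how much sequence or how many entries each setting admits. The number within MAPT was 3, with 8 as entries and 2 above the median fold enrichment.

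Among the marker lists, the neural progenitor and non-neural results kept their calls under every alternative run. The glial excess of distal regions was lost in 3 settings, with a median of 3 at a score of at least 830 (adjusted permutation p = 0.334), 7 within 100 kb (adjusted permutation p = 0.0672) and 2 within 20 kb (adjusted permutation p = 0.17), against 0.0084 without matching, and the cause was not tested. Each of the 4 values counted as reversed arose for a list and measure that did not differ from random lists. The glutamatergic share of accessible ends rose to 75% with a 2 kb window, and the pan-neuronal median of distal regions was 4.5 within 100 kb. The pluripotency and non-neural medians of 2 were counted as reversed when random lists were not matched. Both equalled the median of the matched random lists, so they had no direction to reverse. The cause of these changes was not tested. Glutamatergic and GABAergic genes did not differ under any alternative run. They came closest with the 500 bp window, where 4 and 9 genes had an accessible end (Fisher's exact p = 0.0995).

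No paired analysis was possible because the samples form 1 group and the list holds no value per sample. For the same reason no replicate could be left out. Counting every annotated transcript start, or a single start per gene, was not run because the gene table gives only the outer ends of genes, and the motif words were not run for lack of a sequence. Pooled depth limits the weakest summits most, where 58 tags carry a counting error of 13.1%.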

Other observations

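The tests of the score and of the ranking by tag count were chosen after their result had been seen; the count of copies by pair was also chosen afterwards. Each other test was written down before its own result, but for a pattern already noticed in these data.

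Regions at gene ends exceeded distal regions 3.30-fold in median tag count but 1.68-fold in median fold enrichment, because their local background was also 2.04 times as high. A candidate explanation is technical: the 10 kb background window counts the tags of the region itself, so a strong region raises its own background. Among 37789 regions with no other summit within 10 kb, the log2 background at gene ends exceeded that of distal regions by 1.08. After matching on tag count and width the difference fell to 0.0337 (bootstrap 95% interval 0.000953 to 0.0696), which is what this explanation predicts. The fall does not single this explanation out. Background rose with tag count (correlation 0.81), so matching on tag count would shrink the difference whatever links them. If strong regions do raise their own background, fold enrichment in this list understates them relative to weak ones. Lists of elements ranked by fold enrichment and by tag count differ.

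Weak summits often carry the highest score. Of the entries with −log10 p under 20, 24184 had a score of 1000, and 24165 of these lay in an interval that also held a summit at or above 20. The score appears to belong to the interval and not to the summit: of 43217 intervals with several summits, 0 had more than 1 score. A filter on the score alone therefore keeps summits that are weak by their own p-value.

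The 5 regions with the highest fold enrichment were all distal, although only 11 of the 100 highest were. The background window was considered as a source, since narrow isolated regions gain most from it. This required that fewer than 50% as many be distal when ranked by tag count. The number was 7, so the requirement was not met. Reads shared between duplicated sequences are a second possible source. Of the 100 distal regions with the highest fold enrichment, 66.0% lay within 100 kb of a pseudogene, against a median of 56.0% in random distal regions of the same chromosomes (central 95% 46.0 to 66.0%, two-sided permutation p = 0.0506). The test required a permutation p under 0.05, so this requirement was not met either. Both outcomes were first read as evidence against the explanations, and that reading was withdrawn after the values were seen. The counts of 7 and 11 are too small to exclude the first, and closeness to a pseudogene is too indirect a sign of duplication to exclude the other, so the explanations cannot be told apart here. No biological explanation was tested.

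The map around MAPT shows long stretches without accessible regions. One of them runs from 46003197 to 46192564 (189.4 kb, in MAPT and KANSL1). Stretches this long are not rare in this list: of the 64 gaps in the window 2 were at least 189.4 kb, and the genome-wide distribution of 65210 gaps gives 1.70 for that number. Loss of reads shared between near-identical copies could empty such stretches. A list of 26 genes in 13 pairs of near-identical copies was used to test this. Both members of each of the 13 pairs gave the same result, so a pair counts as 1 unit. An accessible end was found in 11 of the 13 pairs (84.6%, Wilson 95% interval 57.8 to 95.7%), against a median of 61.5% in matched random lists of 13 genes, and this share did not differ from random (two-sided permutation p = 0.139). If the pairs are independent of each other, the interval argues against a loss that empties most copies. Whether some of the pairs are neighbours was not examined. A smaller loss stays open, since the listed genes are used in many tissues and were not matched on expression, and the sequence of the stretches was not examined.

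Neural progenitor and glial genes had more distal regions nearby than matched genes. Pan-neuronal genes did not, and the difference between these lists was not tested. One technical reading is a region-rich neighbourhood at large. Matched on length and on the number of distal regions 100 to 500 kb away, both lists still had a median of 5 against 2 (permutation p = 0.0006 for each), which argues against this reading. Leaving out each gene in turn kept the permutation p between 0.0006 and 0.0018 for the progenitor list and between 0.002 and 0.0048 for the glial list. OLIG1 and OLIG2 share regions, so leaving out either gene cannot show whether the glial result depends on that locus. Leaving out both was not tested. The glial result depends on the score threshold and the window, as given above, and promoter GC content could not be matched, so a link to base composition stays open. As a hypothesis, genes of progenitor identity may keep distal accessible sites at day 14. Cells that had not become neurons remain an untested alternative, since the list pools all cells.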
